# Extracellular RNA transfer from non‐malignant human cholangiocytes can promote cholangiocarcinoma growth

**DOI:** 10.1002/2211-5463.13294

**Published:** 2021-09-22

**Authors:** Yu Ota, Kenji Takahashi, Shin Otake, Yosui Tamaki, Mitsuyoshi Okada, Irene Yan, Kazunobu Aso, Satoshi Fujii, Tushar Patel, Masakazu Haneda

**Keywords:** epithelial‐mesenchymal transition, extracellular vesicles, microRNA, secretome, tumor microenvironment

## Abstract

Extracellular vesicles (EV) within the cellular secretome are emerging as modulators of pathological processes involved in tumor growth through their ability to transfer donor‐derived RNA into recipient cells. While the effects of tumor and stromal cell EVs within the tumor microenvironment have been studied, less is known about the contributions of normal, nontransformed cells. We examined the impact of EVs within the cellular secretome from nonmalignant cells on transformed cell growth and behavior in cholangiocarcinoma cells. These effects were enhanced in the presence of the pro‐fibrogenic mediator TGF‐β. We identified miR‐195 as a TGF‐β responsive miRNA in normal cells that can be transferred via EV to tumor cells and regulate cell growth, invasion, and migration. The effects of miR‐195 involve modulation of the epithelial–mesenchymal transition through direct effects on the transcription factor Snail. These studies provide *in vitro* and *in vivo* evidence for the impact of normal cellular secretome on transformed cell growth, show the importance of EV RNA transfer, and identify mechanisms of EV‐mediated transfer of miRNA as a contributor to tumor development, which may provide new therapeutic opportunities for targeting human cholangiocarcinoma.

**Abbreviations**
3′UTR: 3′untranslated region
CCA: cholangiocarcinoma
CM: conditioned medium
EMT: epithelial–mesenchymal transition
EV: extracellular vesicle
FBS: fetal bovine serum
HCC: hepatocellular carcinoma
miRNA: microRNA
ncRNA: noncoding RNA
TME: tumor microenvironment
YAP: yes‐associated protein

Cholangiocarcinoma (CCA) is a primary liver epithelial cancer of the liver and is often diagnosed at an advanced stage when intrahepatic spread and metastases have occurred and which contribute in part to their poor overall prognosis [1]. The tumors often arise in the context of a dense stroma emphasizing the need for defining the contributions of a fibrogenic milieu within the tumor microenvironment (TME) and its impact on tumor growth or response to therapy. Both tumor and nontumor cells can secrete bioactive macromolecules and extracellular vesicles (EV) into the extracellular space. Collectively, these comprise the cellular secretome and are profound modulators of the TME [2].

The participation of the cellular secretome in modulating pathological processes is increasingly recognized. The beneficial effects on tissue repair and regeneration associated with mesenchymal stem cells can be mediated by the paracrine effects of EVs and other molecules within their secretome [3]. EVs are an essential component of the cell secretome, with roles in intercellular communication [4, 5, 6]. In tumor settings, EV‐mediated communication can contribute to tumor growth and metastases through the transfer of proteins or RNA [7, 8]. We have previously shown that EVs derived from hepatocellular cancer contain noncoding RNAs (ncRNAs) that can modulate signaling pathways related to resistance to chemotherapy or hypoxic stress in recipient cells [9, 10, 11]. We have also shown that CCA cell‐derived EVs can transfer miR‐30e and modulate the epithelial–mesenchymal transition (EMT) pathway in recipient CCA cells [12]. EMT has been implicated as a mechanistic contributor to tumor cell invasion and migration [13].

While the effects of tumor and stromal cell EVs within the TME have been studied, less is known about the contributions of normal, nontransformed cells. In biliary tract disorders such as primary biliary cholangitis, senescent cholangiocytes can modulate inflammation and biliary damage through alterations in their secretome [6]. However, the impact and influence of nonmalignant cells on transformed cell growth and behavior within tissues are not well understood. Therefore, we sought to test the hypothesis that nonmalignant cells within the local TME can secrete factors that target and modulate transformed cell function. Our studies provide *in vitro* and *in vivo* data on the impact of normal cellular secretome on transformed cell growth, show the importance of EV RNA transfer, and identify mechanisms of EV‐mediated transfer of miRNA as a contributor to tumor development in CCA.

## Materials and methods

### Cell lines, culture, and reagents

HuCCT1, HuH28, and OZ human CCA cell lines were obtained from the Japanese Cancer Research Resources Bank (JCRB) Cell Bank (Osaka, Japan), and TFK‐1 and RBE were purchased from the RIKEN BRC through the National Bio‐Resource Project of the MEXT (Tsukuba, Ibaraki, Japan) [14]. MMNK‐1 nonmalignant human cholangiocytes were obtained from the JCRB. HuCCT1, HuH28, TFK‐1, and RBE cells were maintained in RPMI 1640 medium (Thermo Fisher Scientific, Waltham, MA, USA) with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin (Thermo Fisher Scientific). OZ cells were cultured in Williams' medium (Thermo Fisher Scientific) containing 10% FBS and 1% penicillin–streptomycin. MMNK‐1 cells were cultured in Dulbecco's’ modified Eagle's medium (DMEM) high‐glucose medium (Thermo Fisher Scientific) with 5% FBS and 1% penicillin–streptomycin. All cells were cultured at 37 °C with 5% CO_2_. For all EV studies, EV‐depleted medium was prepared using exosome‐depleted FBS (Thermo Fisher Scientific). Transforming growth factor (TGF)‐β was obtained from EMD Millipore Corporation (Billerica, MA, USA), and the cells were treated with 10 ng·mL^−1^ TGF‐β for 72 h to induce the EMT.

### Isolation of conditioned medium and EVs

Cells (1 × 10^6^ cells) were seeded on 10‐cm dishes and cultured in 11 mL of EV‐depleted medium. After 3 days, the media was collected from 16 dishes and centrifuged at 300 ***g*** for 10 min, then at 2000 ***g*** for 20 min at 4 °C. The supernatant was filtered with a filtration system (Thermo Fisher Scientific) to remove cellular debris. This conditioned medium (CM) was used to isolate the EVs and for the *in vivo* experiments. The CM was ultracentrifuged at 10 000 ***g*** for 70 min at 4 °C to collect the EVs pellets, which were then resuspended in 10 mL phosphate‐buffered saline (PBS) and were further ultracentrifuged at 100 000 ***g*** for 70 min at 4 °C. The final pellet contained a heterogeneous population of EVs and was used to isolate EV RNA or in other *in vitro* experiments. EV morphology was observed by transmission electron microscopy. The protein content was measured using a bicinchoninic acid protein assay kit (Thermo Fisher Scientific), and CD63 expression was evaluated by western blotting.

### RNA isolation and quantitative real‐time polymerase chain reaction (qRT‐PCR)

Total RNA was extracted from cells using the miRNeasy Mini Kit (Qiagen, Valencia, CA, USA), and the RNA concentration was measured using a NanoDrop ND‐1000 (Nano‐Drop Technologies, Wilmington, DE, USA). RNA was treated with RNase‐Free DNaseⅠ (Qiagen) and reverse‐transcribed to cDNA using the iScript^®^ cDNA Synthesis Kit (Bio‐Rad Laboratories, Hercules, CA, USA). qRT‐PCR was performed using an Applied Biosystems^®^ 7300 Real Time PCR System (Applied Biosystems, Foster City, CA, USA) to detect mRNAs with SYBR Green I (SYBR Advantage qPCR Premix; Clontech Laboratories, Inc., Mountain View, CA, USA). The primers used were as follows: E‐cadherin forward: 5′‐TGCACCAACCCTCATGAGTG‐3′ and reverse: 5′‐GTCAGTATCAGCCGCTTTCAG‐3′; Snail forward: 5′‐TTCTCACTGCCATGGAATTCC‐3′ and reverse: 5′‐GCAGAGGACACAGAACCAGAAA‐3′; N‐cadherin forward: 5′‐TCGCCATCCAGACCGACCCA‐3′ and reverse: 5′‐TGAGGCGGGTGCTGAATTCCC‐3′; vimentin forward: 5′‐CCTGAACCTGAGGGAAACTAA‐3′ and reverse: 5′‐GCAGAAAGGCACTTGAAAGC‐3′; and RNU6B forward: 5′‐CTCGCTTCGGCAGCACA‐3′ and reverse: 5′‐AACGCTTCACGAATTTGCGT‐3′. Expression of miRNAs was assessed by the TaqMan human MicroRNA (miRNA) Assay Kit (Applied Biosystems) and normalized to RNU6B.

### MiRNA microarray analysis

The miRNA microarray profiling studies in the HuCCT1 human CCA cell lines and MMNK‐1 nonmalignant human cholangiocyte cell line were performed using a 3D‐Gene miRNA microarray platform (Toray Industries Inc., Tokyo, Japan). RNA isolation and microarray analysis were carried out as described previously [12]. Briefly, RNA was labeled with the 3D‐Gene miRNA labeling kit (Toray Industries Inc.) and hybridized onto a 3D‐Gene Human miRNA Oligo chip (Toray Industries Inc.). The annotation and oligonucleotide sequences of the probes conformed to the miRBase miRNA database (http://microrna.sanger.ac.uk/sequences/). After stringent washes, the fluorescent signals were scanned with the 3D‐Gene Scanner (Toray Industries Inc.) and analyzed using 3D‐Gene Extraction software (Toray Industries Inc.). The relative expression level of a given miRNA was calculated by comparing the signal intensities of the valid spots throughout the microarray experiments. The normalized data were globally normalized per array, such that the median signal intensity was adjusted to 25. The results were compared between HuCCT1 and MMNK‐1, or TGF‐β‐treated HuCCT1 and nontreated HuCCT1 cells. The data can be accessed through the NCBI GEO database under NCBI accession nos. GSE104629 and GSE121512.

### Transfection of miRNA mimic and inhibitor

Cells were transfected with 12.5 nm of the mirVana^®^ miR‐195 mimic, 25 nm of the mirVana^®^ miR‐195 inhibitor, or a negative control (Applied Biosystems) using Polyethylenimine Max (Polysciences, Warrington, PA, USA) according to the manufacturer’s instructions. After 48–72 h, the cells were collected and used for further experiments.

### Luciferase reporter assays

The Snail 3′untranslated region (3′UTR) firefly luciferase reporter vector and empty vector were purchased from OriGene Technologies (Rockville, MD, USA). Cells (2 × 10^5^ cells·well^−1^) were seeded on a six‐well plate and treated with 12.5 nm of mirVana^®^ miR‐195 or the negative control mimic. After 24 h, cells were cotransfected with 2.0 μg of Snail 3′UTR firefly luciferase reporter vector or empty vector, and 0.1 μg of Renilla luciferase reporter pRL‐SV40 (Promega, Madison, WI, USA) using Lipofectamine 2000 (Thermo Fisher Scientific). After another 24 h, luciferase activity was measured using the Dual‐Luciferase Reporter Assay (Promega). Relative firefly luciferase activity was normalized to Renilla luciferase activity.

### Protein extraction and western blotting

Total protein was extracted from cultured cells using cOmplete^®^ Lysis‐M EDTA‐free and cOmplete Mini EDTA‐free protease inhibitor cocktail tablets (Roche, Basel, Switzerland). Equivalent amounts of proteins from each sample were mixed with NuPAGE^®^ 4× LDS Sample Buffer (Life Technologies, Grand Island, NY, USA), separated by electrophoresis on NuPAGE® Novex 4–12% Bis‐Tris Gels (Life Technologies) and then transferred onto nitrocellulose membranes. The membranes were blocked with blocking buffer (TBST; 25 mm Tris/HCl pH 7.4, 125 mm NaCl, and 0.05% Tween‐20) with 5% bovine serum albumin (Sigma‐Aldrich, St. Louis, MO, USA) for 1 h and then incubated overnight at 4 °C with the indicated primary antibodies: mouse monoclonal anti‐human CD63 (1 : 200, FUJIFILM Wako Pure Chemical Corp., Osaka, Japan), rabbit monoclonal anti‐E‐cadherin (1 : 1000; Cell Signaling Technology, Danvers, MA, USA), goat polyclonal anti‐Snail (1 : 1000; Abcam, Cambridge, UK), rabbit monoclonal anti‐N‐cadherin (1 : 1000; Cell Signaling Technology), rabbit monoclonal anti‐vimentin (1 : 1000; Cell Signaling Technology), and mouse monoclonal anti‐β‐actin (1 : 1000; Santa Cruz Biotechnology, Dallas, TX, USA). The membranes were washed three times for 15 min with TBST and then incubated with the indicated secondary antibodies: ECL^®^ Anti‐Rabbit IgG HRP‐Linked Whole Antibody (1 : 20 000; GE Healthcare, Hatfield, UK) for E‐cadherin, N‐cadherin, and vimentin; ECL^®^ Anti‐Mouse IgG HRP‐Linked Whole Antibody (1 : 20 000; GE Healthcare) for CD63 and β‐actin; and ZyMax^®^ Rabbit anti‐Goat IgG (H + L) HRP Conjugate (1 : 100 000, Life Technologies) for Snail. Protein expression was visualized and quantified using the ChemiDoc XRS+ Imaging System (Bio‐Rad Laboratories). Relative protein expression was determined by probing the same membranes for β‐actin.

### Cell proliferation and viability assays

Cells (1 × 10^4^ cells·well^−1^) were seeded on 24‐well plates. Trypan blue staining was performed after 24, 48, 72, and 96 h, and the number of viable cells was expressed relative to cell counts at baseline. For the cell viability assay, cells (1 × 10^4^ cells·well^−1^) were seeded on 96‐well plates. Cell viability was assessed using CellTiter 96^®^ AQueous One Solution Assay (Promega) after 24, 48, 72, and 96 h. A background correction was made by subtracting background fluorescence from wells without cells.

### Cell invasion and migration assays

Cell invasion studies were performed using 24‐well Transwell^®^ permeable support 24‐well plates (Corning Corp., Corning, NY, USA). The Transwell plates were coated with prediluted Matrigel (5 μg·μL^−1^; BD Biosciences, Bedford, MA, USA) prior to experimentation. Cells (5 × 10^4^ cells·well^−1^) in 100 μL serum‐free medium were seeded in the upper chamber, and the lower chamber of the Transwell was filled with 600 μL of medium supplemented with 10% FBS. After a 24‐h incubation, the cells remaining on the upper surface of the Transwell chamber were removed with a cotton swab. The cells that had invaded through the Matrigel to the bottom of the insert were fixed and stained using Diff‐Quik^®^ (Sysmex, Hyogo, Japan). The number of migrated cells was counted in three random high‐power fields under a light microscope, and the relative number of cells was calculated. For the cell migration assays, cells (4 × 10^5^ cells·well^−1^) were seeded on six‐well plates. After cells were grown to 90% confluence, straight scratches were created using a sterile pipette tip. Floating cells were removed and the cultures were maintained. Images of wounds were taken immediately and after 6 and 12 h. Cell migration was assessed by measuring the wound closure provided by the cells.

### Tumor xenografts

Five‐week‐old male BALB/c‐nu/nu athymic nude mice were obtained from Charles River Laboratories Japan Inc. (Yokohama, Japan) and housed under a 12‐h light: 12‐h dark cycle with free access to food and water. The mice were anesthetized under isoflurane (1%–2% by inhalation during induction) before subcutaneous injections to either flank with HuCCT1 cells (1 × 10^6^ cells) transfected *ex vivo* by overexpressing miR‐195 or the nontargeted control and suspended in 0.5 ml BD Matrigel^TM^ Basement Membrane Matrix (BD Biosciences). Between 5 and 14 days after the subcutaneous injections, 0.5 mL of CM derived from miRNA‐overexpressing or control MMNK‐1 cells was injected daily into each xenograft tumor. Growth of tumor cell xenografts was monitored by serial measurements (in mm^3^), and volume was estimated using the following equation: tumor volume = π/6 × [minor axis]^2^ × major axis. The mice were euthanized, and the tumors were excised for RNA and protein extraction 20 days after the subcutaneous injections.

### Statistical analysis

Data are expressed as mean and standard error from at least three replicates. Comparisons between the groups were performed using two‐tailed Student’s *t*‐test or one‐way analysis of variance followed by the Bonferroni post hoc test. A *P*‐value < 0.05 was considered significant. Data were analyzed using prism 6 software (GraphPad, San Diego, CA, USA).

### Ethical approval and consent to participate

All animals received humane care, and studies were performed under Asahikawa Medical University guidelines for the use of animals with approval from the Animal Research Committee of the university.

## Results

### The cellular secretome of normal cells and TGF‐β can modulate the tumoral cell phenotype in CCA

To investigate the impact of nontransformed normal cholangiocytes on tumor cell phenotypes, we first optimized isolation collection of the cellular secretome as conditioned media (CM) by sequential ultracentrifugation from MMNK‐1 nonmalignant human cholangiocytes (Fig. 1A). Next, we evaluated the effects of CM on HuCCT1 CCA cells. We observed that the normal cholangiocyte secretome product could promote HuCCT1 cell proliferation and viability, as well as enhance cell migration and invasion compared to vehicle controls. CCA often arises within a dense stroma, suggesting that TME effects may occur in the presence of mediators of a fibrogenic environment such as transforming growth factor β (TGF‐β). Subsequently, we therefore examined the tumor cell responses in the presence of TGF‐β and observed a further increase in tumor cell proliferation and viability in the presence of TGF‐β (Fig. 1B,C). Similarly, TGF‐β enhanced the effects of tumor cell migration and invasion (Fig. 1D,E). These data suggested that normal, nontransformed cholangiocytes could promote tumor cell growth in the context of a profibrogenic milieu.

**Fig. 1:**
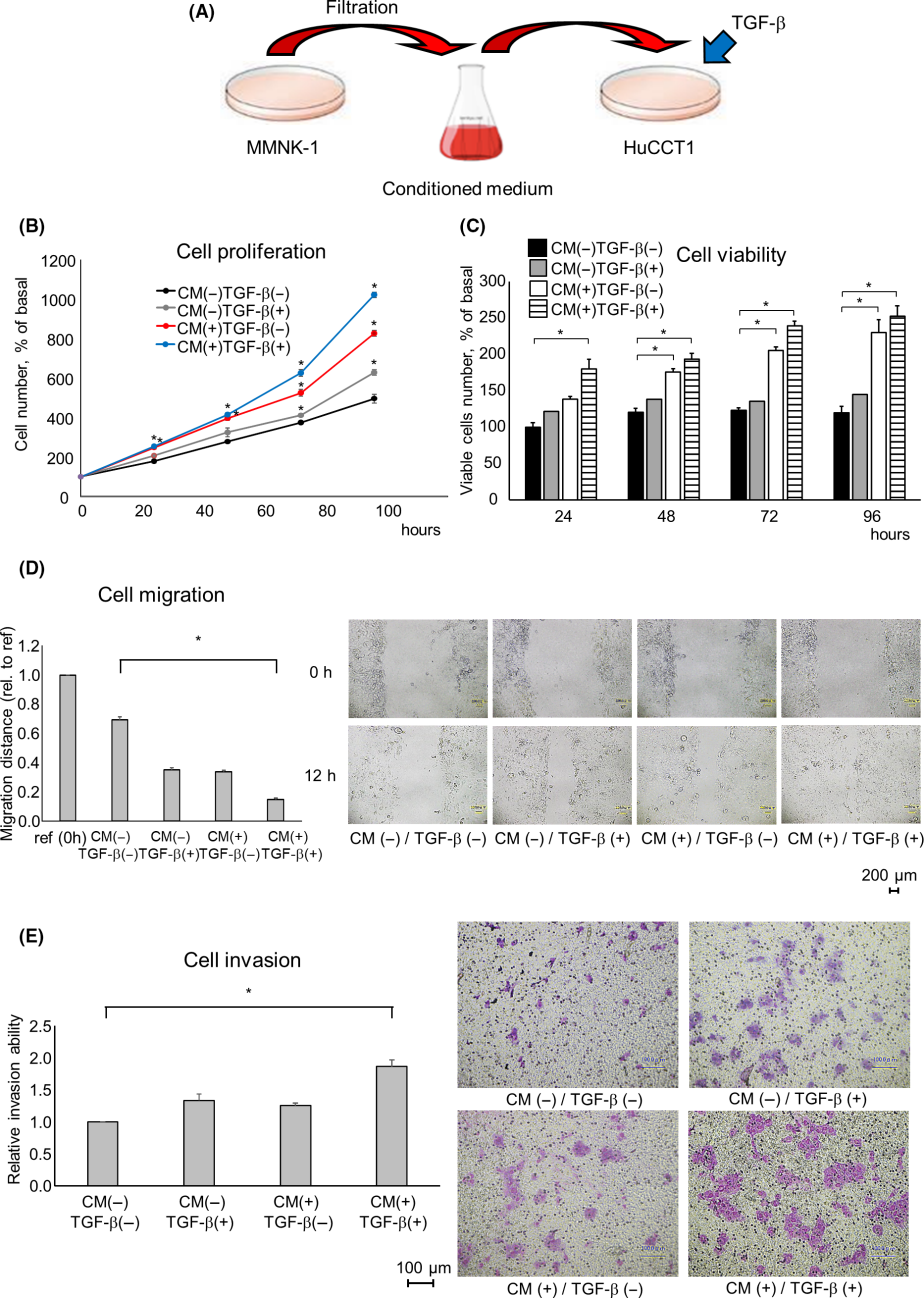
The effect of MMNK‐1 cell‐derived secretome on tumor cell phenotypes *in vitro* in the presence or absence of TGF‐β. (A) The culture medium collected from MMNK‐1 cells was filtered to remove cellular debris to prepare the CM as the cell secretome. Recipient HuCCT1 cells were incubated with or without those CM or TGF‐β. (B, C). Cell proliferation was examined using trypan blue, and cell viability was examined by the MTS assay after 24, 48, 72, and 96 h. (D) Cell migration was assessed by the wound healing assay. Wounds were made after 24 h, and the wound area was measured after 12 h. Scale bars = 200 μm. (E) Cell invasion was assessed by Transwell assay after 24 h. Scale bars = 100 μm. Data were analyzed using Bonferroni post hoc test, and bars represent mean ± SEM of three separate determinations. *P < 0.05.

### miR‐195 is a component of the cholangiocyte secretome

We next sought to evaluate the role of ncRNA within the secretome. 

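HuCCT1 is a human CCA cell line and MMNK-1 a nonmalignant human cholangiocyte line. Total RNA of 3 HuCCT1 and 3 MMNK-1 samples was labeled with Cy5, and each RNA was hybridized alone to a 3D-Gene human miRNA chip, on which each spot carries a probe for one mature miRNA. The 3 HuCCT1 arrays shared 1 slide of a chip version with 2555 human miRNA probes. The 3 MMNK-1 arrays shared another slide, of a version with 2565 such probes, and 2552 probes were common to both versions. No slide held both cell lines, so that cell line, slide and chip version cannot be told apart in these arrays. The authors deposited the spot intensity of every probe and, for the human miRNAs, normalized intensities. Normalized intensities computed here from the spots differed from the deposited ones by at most 1.40% on any array. For this, the mean of the BLANK spots, with 5% of them left out at each end, was subtracted from each spot. A miRNA counted as valid where its deposited cell was not empty, which was where the spot lay more than 2 SD of the BLANK spots above their mean, apart from at most 4 miRNAs per array. Each array was then scaled so that the median over its own valid miRNAs was 25, as the methods state. On the HuCCT1 arrays 507, 368 and 402 miRNAs were valid, and on the MMNK-1 arrays 1081, 857 and 725. The threshold lies close to the background: of the Negative Control spots, 0 of 24 passed it on each HuCCT1 array, whereas 18, 14 and 13 of 32 passed it on the MMNK-1 arrays. With the mean and SD of the Negative Control spots in place of those of the BLANK spots, a setting added after the values were seen, 640, 620 and 778 miRNAs were valid on the HuCCT1 arrays and 527, 418 and 434 on the MMNK-1 arrays. On HuCCT1 replicates 2 and 3 that threshold, at 52.6 and 25.9, lay below the mean of the BLANK spots, at 54.2 and 29.6. Their counts therefore include spots dimmer than this mean. The longer lists of valid miRNAs on the MMNK-1 arrays reach further down into dim spots, and so lower the median that is set to 25. Relative to a scale set by the 329 miRNAs valid on all 6 arrays, the own-valid scale raised the MMNK-1 arrays by factors of 5.95, 4.28 and 3.12 and the HuCCT1 arrays by 2.00, 1.08 and 1.34. The median log2 difference of these miRNAs, HuCCT1 minus MMNK-1, was -1.59 on the own-valid scale and 0.0049 on the shared scale, so values are given on both. Differences were tested with limma on log2 normalized intensity, with Benjamini-Hochberg adjustment. Across the miRNAs valid on both arrays of a pair, which are not independent of each other, log2 intensities of 2 arrays of the same cell line had a Pearson correlation of 0.961 to 0.985, and those of different cell lines 0.878 to 0.914. The precision is limited by the number of arrays, 3 per cell line.

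**Figure D1:**
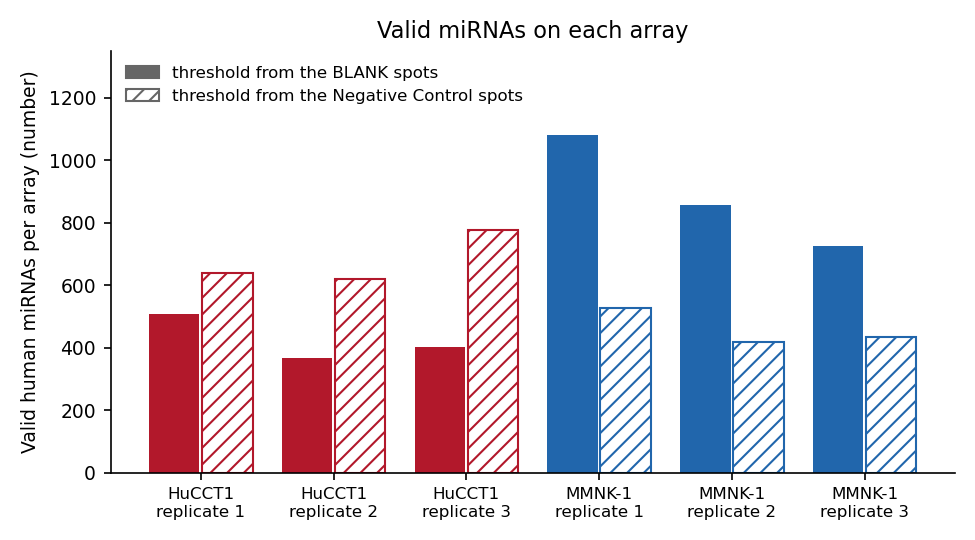
Number of valid human miRNAs on each HuCCT1 and MMNK-1 array. Filled bars use the threshold from the BLANK spots and hatched bars that from the Negative Control spots; the MMNK-1 arrays have 725 to 1081 valid miRNAs with the first and 418 to 527 with the second.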

To begin with, we analyzed global expression of 2555 miRNA in both normal and tumor cells using miRNA microarray analysis (Fig. 2A). A total of 507 miRNAs were expressed in both HuCCT1 and MMNK‐1 cells. Of these, 55 miRNAs were downregulated with < 0.5‐fold expression in HuCCT1 compared to MMNK‐1 cells (Fig. 2B). Among these, miR‐195 was one of the most downregulated miRNAs in malignant cells compared with the expression in nonmalignant MMNK‐1 cells. 

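A total of 329 miRNAs were valid on all 6 arrays, and these are the expressed miRNAs of the tests that follow. Taken by cell line, 341 of the common probes were valid on all 3 HuCCT1 arrays and 648 on all 3 MMNK-1 arrays. At least 1 array gave a valid spot for 525 miRNAs in HuCCT1 and for 1172 in MMNK-1. The count of miRNAs expressed in both lines follows the rule chosen: 396 were valid on at least 2 arrays of each cell line, and 511 on at least 1 array of each, the latter rule added after the data were seen. With a threshold of 3 SD above the BLANK spots, 300 miRNAs were valid on every array. Without HuCCT1 replicate 2, the array with the widest spread of BLANK spots, the count rose to 368, and without any other single array it lay between 329 and 349.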

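On the own-valid scale, 262 of the expressed miRNAs had a fold change below 0.5 in HuCCT1 and 2 a fold change above 2. All of these had an adjusted p below the threshold of 0.05 in the limma fit. On this scale limma gave every miRNA the same standard error of 0.44, so these calls lean on a spread shared by all miRNAs. The methods' t-test with Benjamini-Hochberg adjustment called 199 of the 262 on the same values, and the 2 above 2-fold. In total, limma called 270 miRNAs different, of which 268 were lower and 2 higher in HuCCT1. With the shared scale, 38 miRNAs lay below 0.5-fold, 37 of them called, and 30 lay above 2-fold, all called. There limma called 163 miRNAs, 77 lower and 86 higher in HuCCT1. The same 77 miRNAs were called lower on both scales, and 27 called lower on the own-valid scale were called higher on the shared scale. The 3 HuCCT1 arrays all lay below the 3 MMNK-1 arrays for 98 miRNAs and all above for 106 on the shared scale, together 62.0% of the expressed miRNAs, where chance gives 10%. Among own-valid settings that keep the 329 miRNAs, normexp correction moved the count below 0.5-fold most, to 18 miRNAs below 0.5-fold and 0 above 2-fold with the local background, and to 17 and 3 with the BLANK mean, a setting added after the data were seen. Negative Control spots with own-valid scaling, also added then, reversed the direction. Of 357 expressed miRNAs, 9 lay below 0.5-fold and 180 above 2-fold, and limma called 14 lower and 224 higher in HuCCT1. The largest fall among called miRNAs with separated arrays was that of miR-1290, with a log2 difference of -4.35 on the own-valid scale and -2.76 (standard error 0.37, adjusted p = 0.00113 from limma) on the shared scale. Its rank by fold change was 3 without HuCCT1 replicate 3, 8 with no background correction and 14 without a filter, and with settings added after the data were seen 4 with validity on at least 1 array of each cell line, 6 with Negative Control spots and 12 with normexp on the BLANK mean. With a threshold of 3 SD it was not among the expressed miRNAs. It was followed by miR-15a-5p, by miR-374c-5p with -3.89 and -2.29, by miR-4286 with -3.88 and -2.29, and by miR-15b-5p. On the own-valid scale only miR-31-5p and miR-138-5p were called higher, by 2.09 and 1.29. Their log2 differences on the shared scale were 3.68 and 2.89, and miR-222-3p with 2.43, miR-221-3p with 1.97 and miR-664b-3p with 1.75 came next, each called there and not on the own-valid scale. With the local background in normexp on the shared scale, miR-1290 ranked 158, and the differences of miR-1290, miR-221-3p and miR-222-3p changed sign, to 0.021, -0.46 and -0.29, none of them called.

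**Figure D2:**
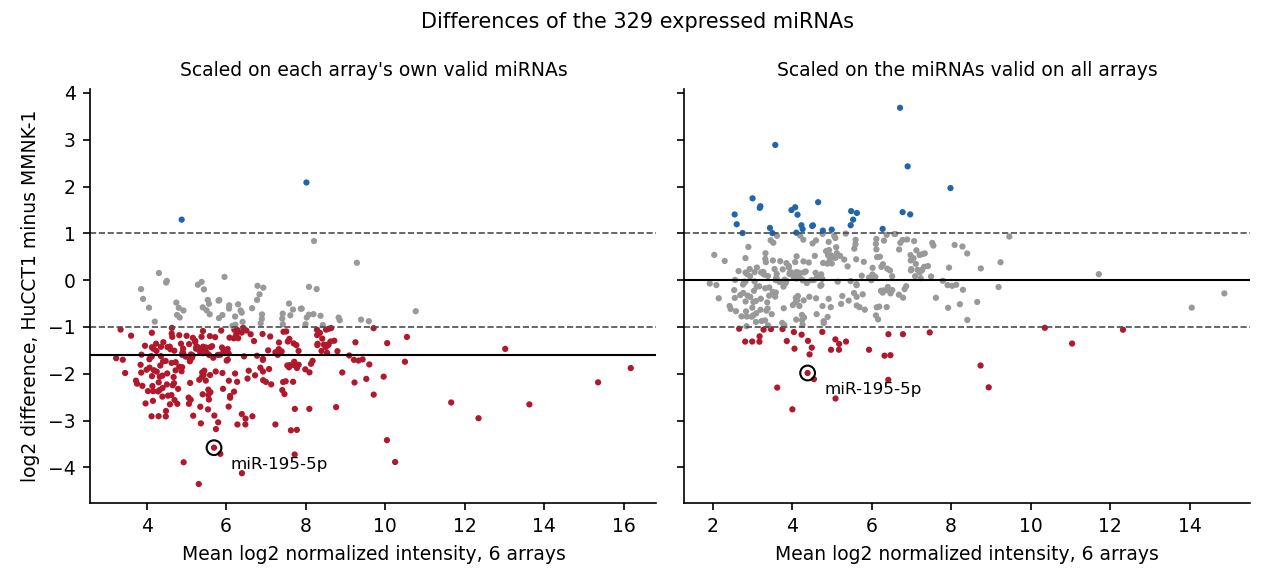
Log2 difference of each of the 329 expressed miRNAs, HuCCT1 minus MMNK-1, against its mean log2 normalized intensity over the 6 arrays, with arrays scaled on their own valid miRNAs (left) or on the miRNAs valid on all arrays (right). Dashed lines mark 0.5-fold and 2-fold, the solid line the median, and the circle miR-195-5p; 262 miRNAs lie below 0.5-fold on the left and 38 on the right.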

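The miR-195 of the study is the 5p arm, by the sequence in Fig. 5C, listed as hsa-miR-195-5p with the miRBase identifier MIMAT0000461. In the RefSeq annotation of GRCh38.p14, its gene MIR195 lies beside MIR497; the arrays themselves name no genome build. Its normalized intensity was 15.9 ± 6.61 (SD, n = 3 arrays) in HuCCT1 and 186 ± 61.0 (SD, n = 3) in MMNK-1. This was a log2 difference of -3.58 (standard error 0.44, adjusted p = 6.73e-14 from limma with Benjamini-Hochberg adjustment), or a fold change of 0.0837, where the standard error is one that limma gave all miRNAs alike, so that this p leans on the spread of the other miRNAs. With the shared miRNAs setting the scale, its intensity was 10.6 ± 1.18 (SD, n = 3) in HuCCT1 and 41.7 ± 1.91 (SD, n = 3) in MMNK-1, a log2 difference of -1.98 (standard error 0.12, adjusted p = 7.19e-05 from the same test) and a fold change of 0.253. Relative to the median of the expressed miRNAs, the difference was -1.99 on either scale. All 3 HuCCT1 arrays lay below all 3 MMNK-1 arrays (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The spot lay 4.42 to 12.6 SD above the mean of the BLANK spots on the HuCCT1 arrays and 46.6 to 62.8 SD above it on the MMNK-1 arrays. By fold change, miR-195-5p ranked 7 of 329 from the lowest on both scales, and 11 of 368 without HuCCT1 replicate 2. Over all alternatives the rank ran from 5 to 64. It was 15 with no background correction, 16 with normexp on the BLANK mean (a setting added after the data were seen) and 33 of 2552 without a filter. The alternative that moved the difference of miR-195-5p most was normexp with the local background, where the rank was 64. It left a log2 difference of -0.41 and an adjusted p of 0.119 in limma on the own-valid scale. This correction adds an offset of 50, where the unscaled signal of miR-195-5p averaged 17.6 in HuCCT1 and 54.7 in MMNK-1. An offset pulls ratios toward 1 by construction. The local background was also 51.2% to 100.0% of the 100 brightest human spots, so that signal is removed with it. Over all alternatives to the own-valid result the adjusted p ranged from 8.30e-26 to 0.119. With each array left out in turn, the log2 difference stayed between -3.89 and -3.28. The miR-195-3p arm was valid on 1 MMNK-1 array and on no HuCCT1 array. Of the 6 miRNAs listed for the shared seed of miR-195-5p, 4 were expressed on all arrays, and each of them was called lower in HuCCT1, both adjusted over the list alone and over all expressed miRNAs. The log2 difference was -4.12 for miR-15a-5p, -3.72 for miR-15b-5p and -3.42 for miR-16-5p, and -2.53, -2.13 and -1.82 on the shared scale. Within arrays, the shift of miR-195-5p differed from that of miR-16-5p by -0.16 (standard error 0.17) and from that of miR-15a-5p by 0.54 (standard error 0.18), so that for miR-16-5p the probes do not separate one shift from the other. miR-424-5p was valid on 1 HuCCT1 and 3 MMNK-1 arrays. miR-497-5p was valid on 3 MMNK-1 arrays and on no HuCCT1 array, but passed the Negative Control threshold on 0 of the MMNK-1 arrays. Its fold therefore has only a bound, at least 3.26-fold lower in HuCCT1 on the own-valid scale and 1.08-fold on the shared scale. From the microarray comparison, the paper states that miR-195 was among the miRNAs most reduced in the malignant cells, and it then turned to qRT-PCR in a panel of CCA cells (Fig. 2C).

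**Figure D3:**
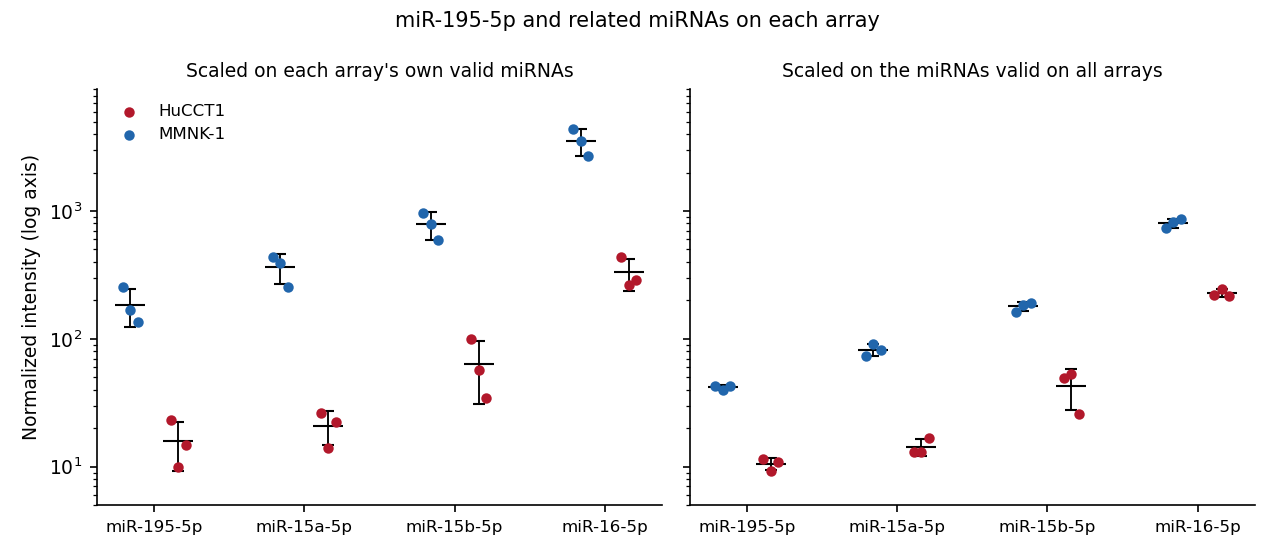
Normalized intensity (log axis) of miR-195-5p, miR-15a-5p, miR-15b-5p and miR-16-5p on each array, scaled on the array's own valid miRNAs (left) or on the miRNAs valid on all arrays (right). Points are arrays, horizontal bars the mean and whiskers the SD (n = 3); for each miRNA the 3 HuCCT1 points lie below the 3 MMNK-1 points on both scales.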

We next validated that expression of miR‐195 in a panel of human CCA cells and found that the basal expression level in malignant cells was 0.26–0.80 that in nonmalignant cells (Fig. 2C). The reduced expression across this panel of tumor cells suggested that miR‐195 may have tumor‐suppressive effects. Unexpectedly, incubation of HuCCT‐1 cells with CM from MMNK‐1 cells increased miR‐195 to 122% ± 6% (*P* = 0.02) compared with control media and suggested the possibility that the nonmalignant cholangiocyte secretome could have local effects on tumor cells in proximity.

**Fig. 2:**
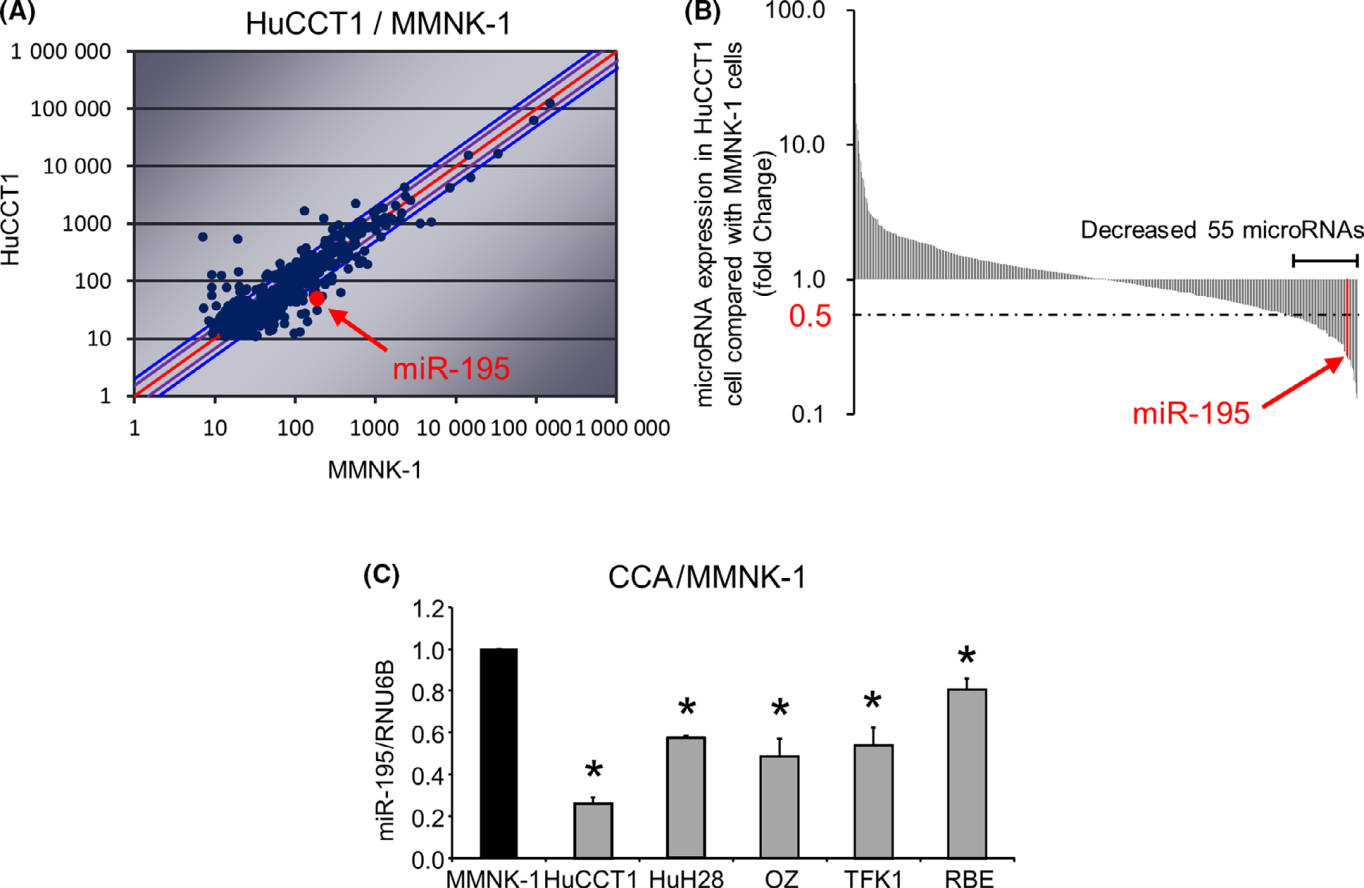
miR‐195 expression is reduced in tumor cells. (A) Expression profiling of 2555 miRNAs was performed using a miRNA microarray, in which 507 miRNAs were expressed in MMNK‐1 and HuCCT1 cells. (B) The microarray identified 55 miRNAs that were decreased < 0.5‐fold in HuCCT1 cells compared to MMNK‐1 cells. (C) RNA was isolated from human MMNK‐1 and CCA cells, and miR‐195 expression was analyzed by quantitative real‐time polymerase chain reaction (qRT‐PCR). Relative expression normalized to RNU6B is shown. Data were analyzed using Bonferroni *post hoc* test, and bars represent mean ± SEM of three separate determinations. *P < 0.05.

EV‐mediated crosstalk among tumor cells plays a key role in the TME [9]. EVs can influence the behavior of neighboring cells through the transfer of their contents such as miRNAs from donor to recipient cells. In order to evaluate the role and involvement of miR‐195 in TME cell signaling, we isolated EVs from nonmalignant MMNK‐1 cholangiocytes or HuCCT1 CCA cells. Cells were cultured in EV‐depleted medium, and EV isolated by ultracentrifugation (Fig. 3A). The isolated EVs were approximately 100 nm in size, with a lipid bilayer membrane consistent with EVs isolated from other cell types and previous reports (Fig. 3B). The isolated EVs were verified by detecting expression of CD63 (Fig. 3C).

**Fig. 3:**
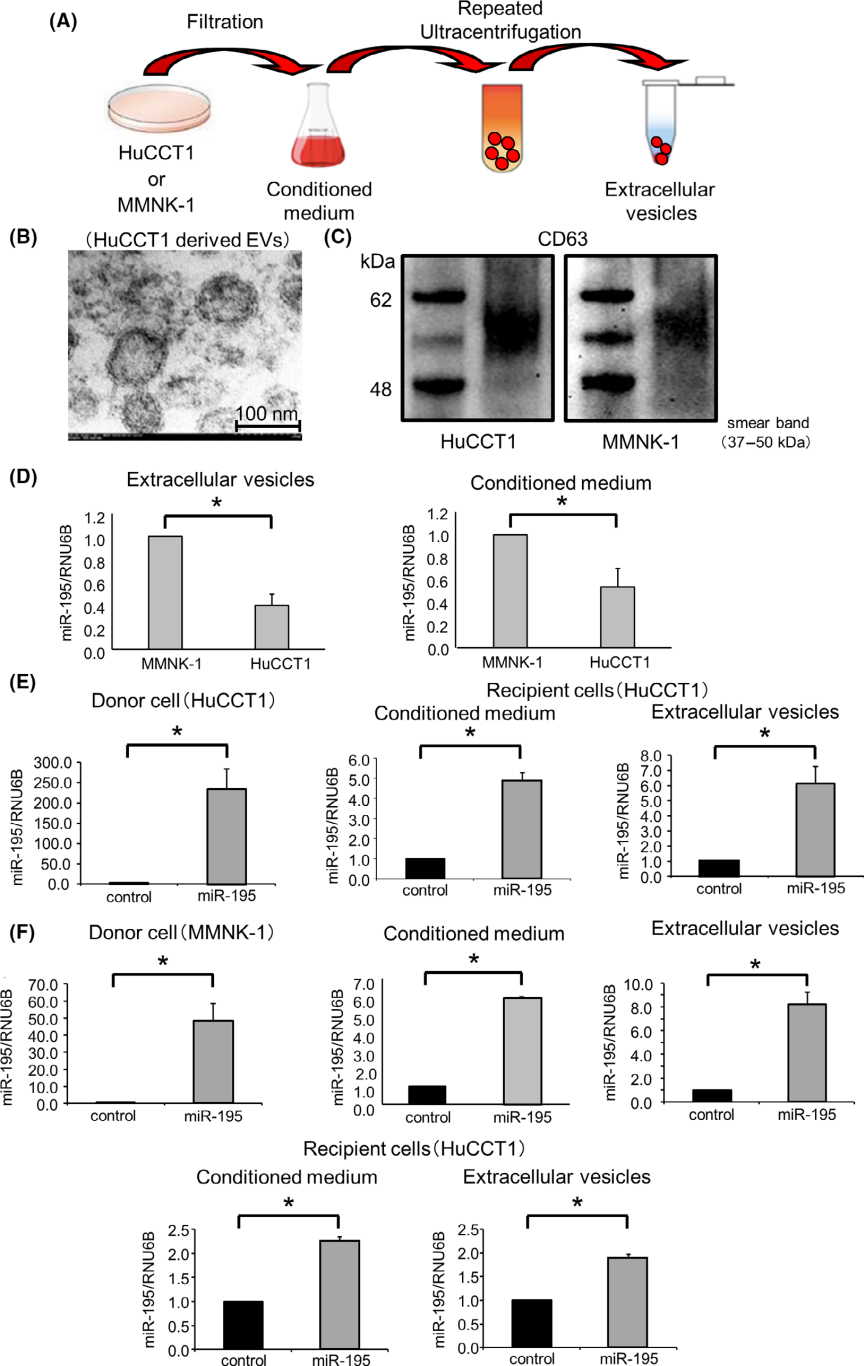
Isolation of secretome or EV enriched in miR‐195. (A) The culture medium collected from HuCCT1 or MMNK‐1 cells was filtered to remove cellular debris and used as the CM. Extracellular vesicles (EVs) were isolated from CM by repeated ultracentrifugation. (B) Electron microscopic image showing EVs isolated from HuCCT1 cells. Scale bars = 100 nm. (C) Western blotting analysis shows CD63 protein expression in EVs purified from HuCCT1 or MMNK‐1 cells. (D) Basal expression levels of miR‐195 in EVs and CM derived from MMNK‐1 or HuCCT1 cells were assessed by qRT‐PCR. (E and F) Donor HuCCT1 or MMNK‐1 cells were transfected with miR‐195 or a control mimic, and CM or EVs obtained after 72 h. CM or EVs obtained from donor HuCCT1 cells were added to recipient HuCCT1 cells. After 48 h, RNA was isolated and analyzed for miR‐195 expression in the donor or recipient cells using qRT‐PCR (E). Recipient HuCCT1 cells were incubated with CM or EVs obtained from donor MMNK‐1 cells. After 48 h, RNA was isolated and then analyzed for miR‐195 expression in the donor EVs and CM or recipient cells using qRT‐PCR (F). Data were analyzed using Student’s *t*‐test, and bars represent mean ± SEM of three separate determinations. *P < 0.05.

Therefore, we examined whether miR‐195 could be transferred within EVs. miR‐195 was detected in EVs and CM derived from MMNK‐1 cells and basal expression of miR‐195 in MMNK‐1 cell EVs and CM was greater than that observed in HuCCT‐1 cell‐derived EVs and CM (Fig. 3D). The expression of miR‐195 was enforced in HuCCT1 cells by transfection with miR mimic, and the enhanced expression levels were confirmed by PCR. We observed a significant increase in miR‐195 expression in recipient HuCCT1 cells after incubation with EV that was isolated from donor miR‐195 expressing HuCCT1 cells. Similar results in recipient miR‐195 were observed with incubation with CM from miR‐195‐expressing HuCCT1 cells (Fig. 3E). We also observed a significant increase of miR‐195 expression in recipient HuCCT1 cells that were incubated with miR‐195‐enriched EVs derived from the miR‐195‐expressing MMNK‐1. Moreover, the efficiency of transfer of miR‐195 transfer within EV was very similar to that observed with CM (Fig. 3F). These data suggested that the miR‐195 present in the secretome was predominantly within EV.

### EV‐mediated miR‐195 transfer modulates the CCA cell phenotype *in vitro*

We next examined whether EVs isolated from nonmalignant cells could transfer miR‐195 and their impact on recipient CCA cells by examining the effects on the tumor cellular phenotype. Cell growth, invasion, and migration were analyzed in recipient cells after incubation with MMNK‐1‐derived EVs. Incubation of HuCCT1 cells with miR‐195‐enriched CM or with miR‐195 enriched EVs significantly suppressed cell proliferation, viability, invasion, and migration (Fig. 4). The EV component of CM enables the transfer of intact functional RNA across cell types without degradation. For subsequent studies on the cellular effects of miR‐195 in CCA, we used CM from nontransformed cells to not only incorporate all relevant components of the secretome but to avoid the potential impact of other diverse oncogenic cargoes studies within EV from cancer cells.

**Fig. 4:**
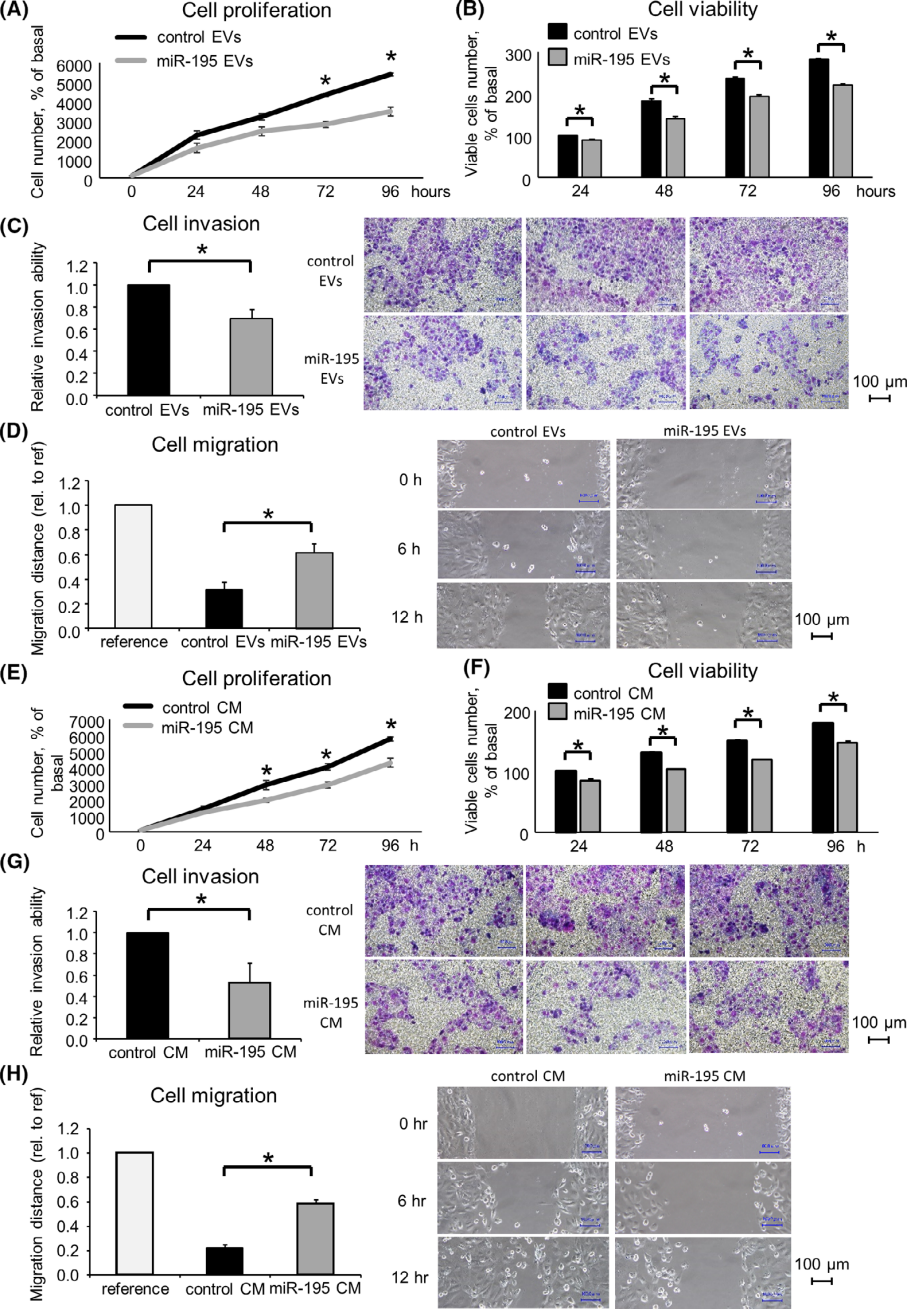
miR‐195 alters tumor cell phenotype *in vitro*. MiR‐195‐enriched EVs (A–D) or CM (E–H) or their respective controls were isolated from MMNK‐1 cells and administered to HuCCT1 cells. (A, B, E, F) Cell proliferation was examined by cell counting using trypan blue, and cell viability was examined by the MTS assay after 24, 48, 72, and 96 h. (C, G) Cell invasion was assessed by a Transwell assay after 24 h. (D, H) Cell migration was assessed by a wound healing assay. Wounds were made after 24 h, and the wound area was measured after 12 h. All scale bars = 100 μm. Data were analyzed using Student’s *t*‐test, and bars represent mean ± SEM of three separate determinations. *P < 0.05.

### MiR‐195 can suppress EMT pathway

The EMT is an important pathway that contributes to tumor invasion and metastasis. We have previously verified that incubation with 10 ng·mL^−1^ TGF‐β induced EMT without toxicity in both HuCCT1 and RBE human CCA cell lines [12]. We evaluated the roles of miR‐195 on its effect on EMT pathway. First, we analyzed the effects of TGF‐β on miRNA expression in HuCCT1 cells (Fig. 5A). Compared with controls, 73 of 2555 miRNAs were downregulated < 0.7‐fold in HuCCT1 cells after TGF‐β treatment as described previously [12]. Because tumor‐suppressing and EMT‐suppressing miRNAs can inhibit carcinogenesis and tumor development, we focused on miRNAs with reduced expression in HuCCT1 cells and that were also further downregulated by TGF‐β. miR‐195 was among the ten miRNA identified in this manner. The expression level of miR‐195 was reduced by TGF‐β in a panel of CCA cells (Fig. 5B). Furthermore, a greater increase in E‐cadherin and a decrease in Snail, N‐cadherin, and vimentin were observed in recipient HuCCT1 cells following exposure to miR‐195 enriched EVs isolated from miR‐195‐overexpressing MMNK‐1 cells (Fig. 6A,B).

**Fig. 5:**
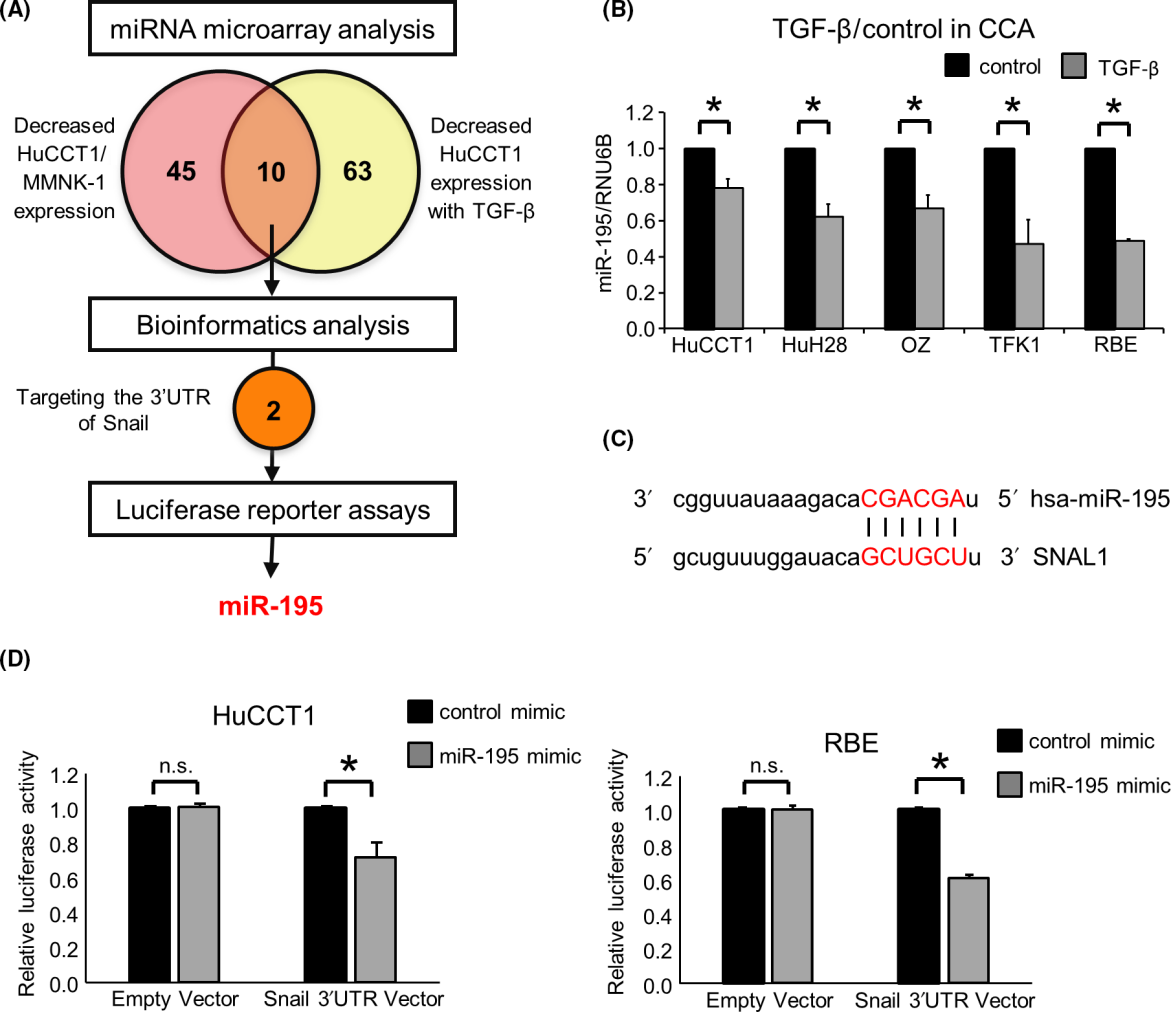
Transforming growth factor β responsive miRNA regulating EMT. (A) Schematic diagram to illustrate the process by which miR‐195 was selected. (B) CCA cells were incubated with 0 or 10 ng·mL^−1^ TGF‐β, and miR‐195 expression was assessed by qRT‐PCR. (C) miR‐195 has sequence complementarity to the Snail 3′UTR. (D) HuCCT1 and RBE cells were transfected with 12.5 nm miR‐195 or control mimic and co‐transfected with 2.0 µg of the Snail 3′UTR firefly luciferase reporter vector or empty vector, and 0.1 µg of the Renilla luciferase reporter pRL‐SV40, after 24 h. After a further 24 h, relative firefly luciferase activity was measured and normalized to Renilla activity. n. s.: not significant. Data were analyzed using Student’s *t*‐test, and bars represent mean ± SEM of three separate determinations. *P < 0.05.

**Fig. 6:**
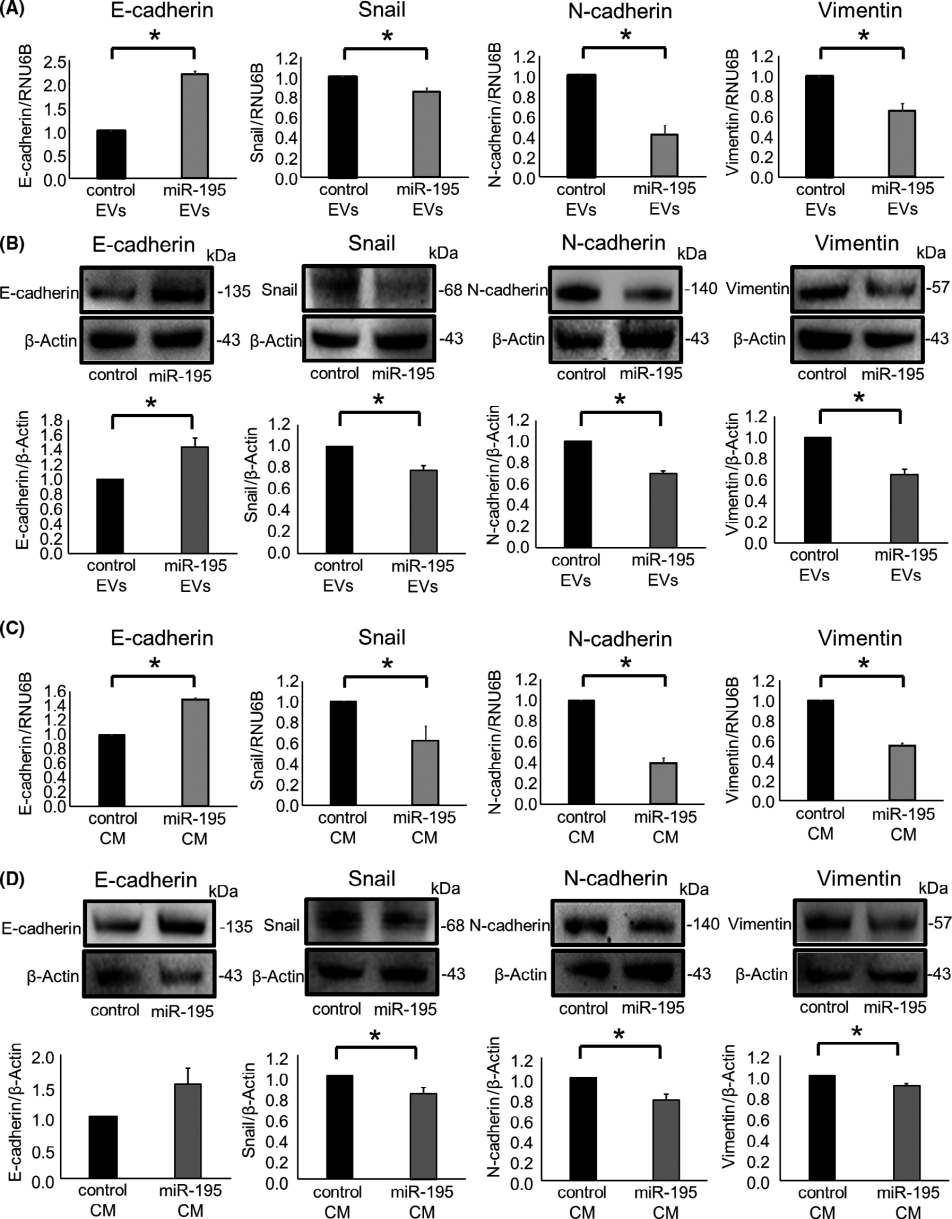
miR‐195 alters EMT‐related pathways *in vitro*. MiR‐195‐enriched EVs (A, B) or CM (C, D) or their respective controls were isolated from MMNK‐1 cells and administered to HuCCT1 cells. (A, C) After 48 h, RNA was isolated and analyzed for E‐cadherin, Snail, N‐cadherin, and vimentin by qRT‐PCR. (B, D) After 72 h, the protein was extracted and assessed for E‐cadherin, Snail, N‐cadherin, and vimentin by western blot. A representative immunoblot is shown, along with quantitative data obtained by densitometry. Data were analyzed using Student’s *t*‐test, and bars represent mean ± SEM of three separate determinations. *P < 0.05.

miR‐195 was predicted to target the 3′UTR of Snail, an EMT‐inducible transcription factor, by bioinformatics analysis using miRNA.org (Fig. 5C). In order to validate whether Snail can be targeted by miR‐195, we performed a luciferase reporter assay using a vector encoding the Snail 3′UTR. A significant reduction in luciferase activity was observed when miR‐195 mimic and the firefly luciferase reporter vector were co‐transfected into CCA cells, suggesting that the Snail 3′UTR contains miR‐195 binding sites (Fig. 5D). Next, we modulated the expression of miR‐195 by the use of a miRNA mimic to overexpress miR‐195, or using a miRNA inhibitor to attenuate miR‐195 activity and assessed the impact on EMT in CCA cells. Compared with controls, enforced expression of miR‐195 resulted in an increase in E‐cadherin expression and concomitant reductions in Snail, N‐cadherin, and vimentin expression at both RNA and protein levels (Fig. 7A,B). In contrast, inhibiting miR‐195 reduced E‐cadherin expression and increased Snail, N‐cadherin, and vimentin expression (Fig. 7C,D). Incubation with CM derived from miR‐195‐overexpressing MMNK‐1 cells significantly increased the expression of E‐cadherin and decreased the expression of Snail, N‐cadherin, and vimentin in recipient HuCCT1 cells (Fig. 6C,D). These results indicate that validated Snail as a target of miR‐195 and show that miR‐195 could directly target Snail to suppress EMT.

**Fig. 7:**
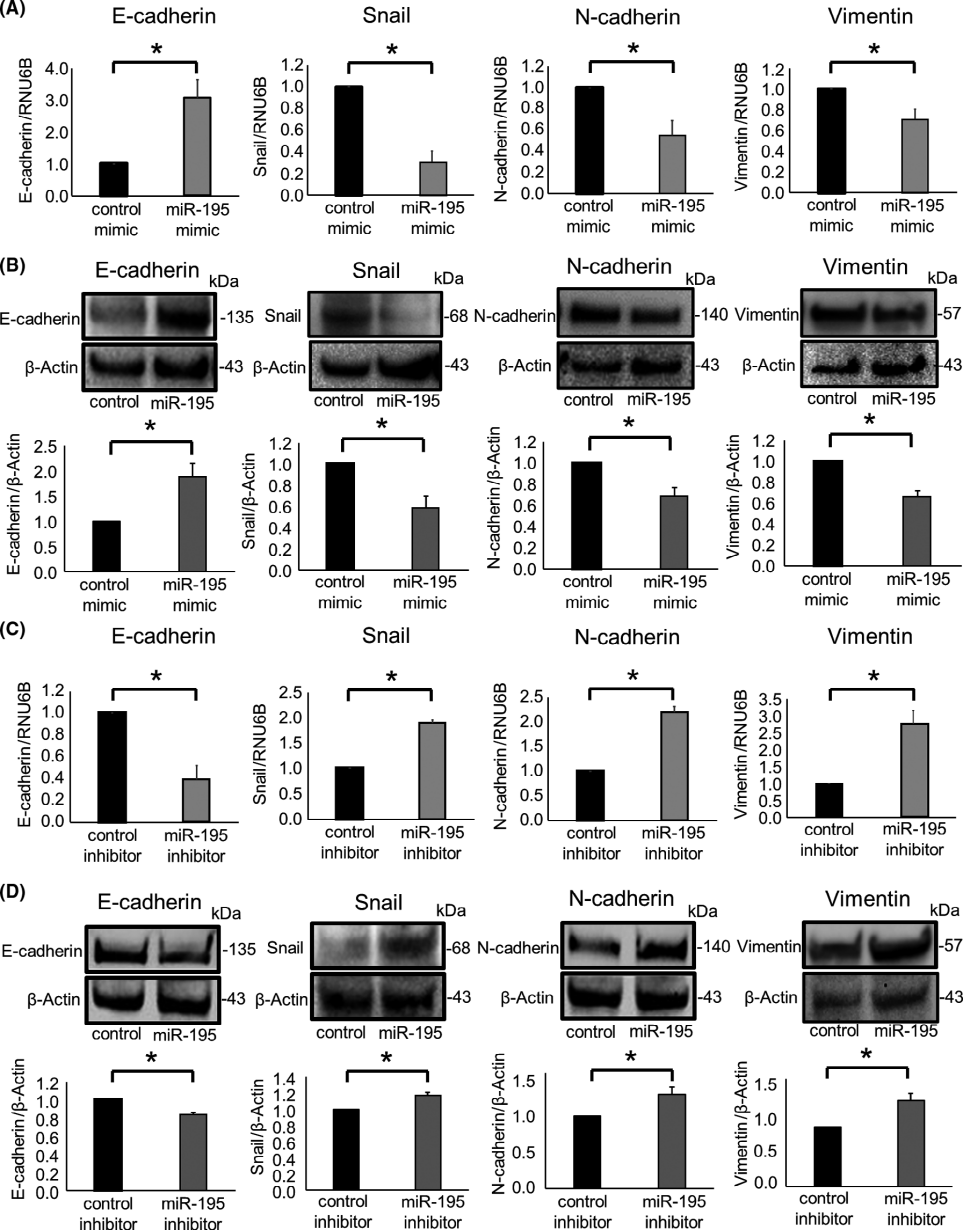
miR‐195 modulates EMT‐related genes. (A, B) HuCCT1 cells were transfected with 12.5 nm miR‐195 or a control mimic. After 48 h, RNA was isolated and analyzed by qRT‐PCR, and protein was extracted and assessed by western blot for E‐cadherin, Snail, N‐cadherin, and vimentin after 72 h. (C, D) HuCCT1 cells were transfected with 25 nm miR‐195 inhibitor or nontargeting control inhibitor. After 48 h, RNA was isolated and analyzed by qRT‐PCR, and protein was extracted and assessed by western blot for E‐cadherin, Snail, N‐cadherin, and vimentin after 72 h. A representative immunoblot is shown, along with quantitative data obtained by densitometry. Data were analyzed using Student’s *t*‐test, and bars represent mean ± SEM of three separate determinations. *P < 0.05.

### miR‐195‐enriched secretome suppresses tumor growth of CCA *in vivo*

To examine the *in vivo* impact of miR‐195 within the TME, we evaluated the effects of exogenous administration of mir‐195 enriched secretome. These studies explored the potential of miR‐195 transfer from nonmalignant cells to modulate CCA cell growth *in vivo*. HuCCT1 xenografts were established using nude mice by subcutaneous implantation. After five days, CM derived from miR‐195‐overexpressing or control MMNK‐1 cells was injected into tumor cell xenografts daily for 10 consecutive days. The mice were sacrificed, and the xenograft tumors were excised on day 20 (Fig. 8A). The transfer of miR‐195 by the systemic administration regimen was confirmed in tumor tissues (Fig. 8B). Exogenous administration of miR‐195‐enriched secretome inhibited xenograft CCA growth and reduced tumor weight (Fig. 8C,D). Moreover, a decrease in Snail, N‐cadherin, and vimentin and an increase in E‐cadherin mRNA and protein levels were observed with this treatment (Fig. 8E,F). These results suggest that the transfer of miR‐195 from normal to transformed cholangiocytes could suppress tumor cell invasion and migration *in vitro* and the growth of CCA *in vivo*, through a mechanism involving the inhibition of EMT by directly targeting Snail that is sensitive to the presence of profibrogenic TGF‐β.

**Fig. 8:**
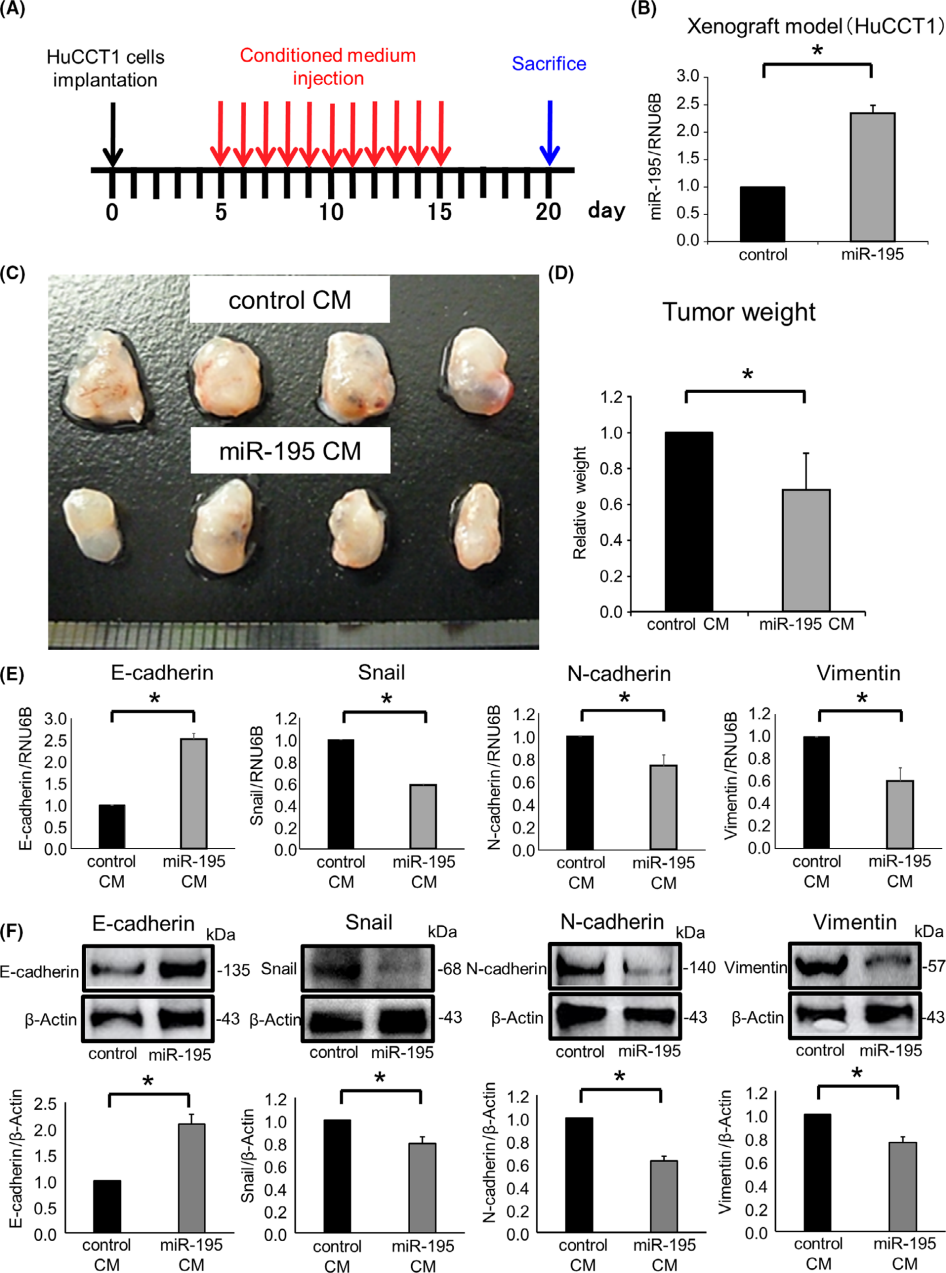
miR‐195‐enriched secretome suppresses tumor growth of CCA *in vivo*. Nude mice were injected subcutaneously into either flank with HuCCT1 cells transfected with miR‐195 or control mimic. (A) Experimental design. (B–F) The xenograft tumors were excised 20 days after the subcutaneous injections. RNA and protein were extracted from xenograft tumors. (B) MiR‐195 expression was analyzed by qRT‐PCR. (C) Excised xenograft tumors. (D) Xenograft tumor weight was analyzed. Bars represent mean ± SEM of tumor weight evaluations from four mice/group. (E) E‐cadherin, Snail, N‐cadherin, and vimentin were analyzed by qRT‐PCR. (F) E‐cadherin, Snail, N‐cadherin, and vimentin were assessed by western blot. A representative immunoblot is shown, along with quantitative data obtained by densitometry. Data were analyzed using Student’s *t*‐test, and bars represent mean ± SEM of three separate determinations. *P < 0.05.

## Discussion

The contributions of the tumoral and stromal cell secretome within the TME are well recognized to influence cancer growth and therapeutic responses. Our findings indicate that nonmalignant cell secretome can also contribute to the local milieu to modulate tumor cell phenotype and tumor growth. A component of this contribution in CCA is EV miR‐195 released by normal cholangiocytes. miR‐195 is an onco‐suppressive miRNA that is responsive to TGF‐β and can contribute to the growth of transformed malignant cholangiocytes through modulation of EMT. EVs from nonmalignant epithelial cells have the capacity to suppress the development of cancer [15]. However, these data indicate that they could also promote tumor growth within a profibrogenic environment that is characterized by the presence of TGF‐β and thereby emphasize a critical contribution of the microenvironmental milieu to cellular interactions between normal and transformed cells.

The association of miR‐195 with regulation of tumor growth in human CCA has several clinical and translational implications [16, 17]. A lower expression of miR‐195 in serum is related to the clinical stage and worse survival in patients with CCA [16]. Li *et al*. [17] reported that systemic injections of miR‐195‐loaded stroma‐derived EVs could suppress tumor growth and prolong survival in a rat model of CCA. Importantly, miR‑195 may act as a tumor suppressor gene in other cancers as well, and reduced expression of miR‐195 has been observed in hepatocellular carcinoma (HCC) [18, 19, 20], breast cancer [21, 22], prostate cancer [23, 24], gastric cancer [25], and colon cancer [26]. Further exploration of TME‐driven effects on nontransformed cell effects on tumor growth in these settings could provide further mechanistic insights into tumor growth as well as identify potential therapeutic approaches. Other groups have shown that miR‐195 can regulate TGF‐β‐related signaling to modulate tumor growth or fibrosis [27, 28]. Although the mechanisms by which TGF‐β can suppress miR‐195 expression have not been described in these studies or examined in the current study, they warrant further evaluation.

Defining the detailed mechanism by which miR‐195 exerts an onco‐suppressive effect will be important to understand its potential as therapeutic target. We show that EV‐encapsulated miR‐195 can regulate the EMT by directly targeting Snail. Exploration of the miR‐195‐Snail pathway and its downstream impact will yield further insights into specific contributions of EV‐RNA transfer on mechanisms underlying tumor invasion and metastasis. Interestingly, miR‐195 has been reported to inhibit metastasis by regulating the EMT and targeting the Yes‐associated protein (YAP) in HCC [20] and can inhibit the EMT by targeting fibroblast growth factor (FGF) 2 in prostate cancer [23]. Both YAP and FGF receptor signaling are important in cholangiocarcinoma growth [29, 30]. Thus, other targets of miR‐195 on cancer‐related pathways or EMT‐driving processes or effects are possible although these were not specifically in the present study.

These data emphasize the central role of the cellular secretome within the TME and the possibility that secretome products other than EVs and their contents, such as extracellular RNA within RNA complexes or lipoproteins, could potentially contribute to the observed differences. Rather than EVs, we focused on the use of CM to more closely recapitulate the secretome from donor nonmalignant cholangiocytes for our *in vivo* studies. This scenario more closely recapitulates the *in vivo* situation, in which multiple factors may act in concert to impact on an outcome driven by important contributing drivers. Through the demonstration that systemic administration of miR‐195‐enriched CM suppressed EMT and the growth of xenografted tumors, these studies highlight the important contribution of miR‐195 and further justify efforts to modulate EV‐mediated miR‐195 as a new therapeutic target for human CCA.

EV‐mediated transfer of ncRNA can contribute to the initiation, invasion, metastasis, and recurrence of cancer through modulation of signaling pathways in tumor cells [7], or through effects on other cells within the local TME or even within distant tissues [15, 31]. These responses are likely to be tumor‐specific. Similar to our observations with miR‐195, different onco‐suppressive miRNA such as miR‐143 have been reported in other tumors. Expression of miR‐143 is higher in normal as compared with malignant prostate cells. Moreover, EVs derived from normal prostate cells can transfer miR‐143 as a growth‐inhibitory signal to cancerous cells, both *in vitro* and *in vivo* [32, 33]. Of note, functional variants in the miR‐143 promoter contributed to prostate cancer risk in a Chinese population [34]. Demonstration of the contributory roles of EV‐mediated RNA within defined tumor and tissue contexts could further lead to new mechanistic insights into tumor growth.

## Conclusion

In this study, we evaluated the impact of EV RNA signaling by normal cholangiocytes and identified miR‐195 as a suppressor of tumor cell invasion and migration and its effects on EMT processes. These observations not only provide mechanistic insights into intercellular communication through EV RNA transfer within the TME to modulate tumor growth and spread, but they also emphasize potential strategies to suppress tumor growth in CCA through the application of EV‐based nanotherapeutics.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

YO and KT conceived and designed the project. YO performed the experiments and analyzed the data. YO and KT wrote the manuscript. SO, YT, MO, IY, and KA reviewed the data. SF and MH conducted experiments and data analysis. TP provided critical revisions. All authors reviewed and approved the final manuscript.

## Data Availability

The experimental data generated and analyzed during this study are included in this published article and are available from the corresponding author on reasonable request. In addition, miRNA microarray data discussed in this publication are accessible through GEO Series accession numbers GSE104629 and GSE121512.

How the deposited data were processed for this re-analysis (not part of the article)

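miRNA expression was measured on 1-color 3D-Gene arrays in 3 samples of HuCCT1 cells and 3 of MMNK-1 cells. Samples were grouped by the cell line and replicate in their labels. The arrays of TGF-β-treated HuCCT1 cells that the methods also name were not analysed here.

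For each array, the authors deposited the intensity of every spot (the median of its pixels, merged over 3 scanner gains, neither background-subtracted nor normalized) with a local background, and a table of normalized intensity for the human miRNAs. Each column of the table was set against its array's spots. The deposited intensity is on a linear scale, has the trimmed mean of the BLANK spots subtracted, is scaled to a median of 25 over the array's own valid miRNAs, and is empty where a miRNA was not valid.

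From the spots, the same values were computed for the 2552 probes common to both chip versions, matched by miRBase identifier because 12 of them bear different names on the chips. The choices of this paragraph and the next, apart from the settings named as added, were fixed before the data were examined. miRNAs valid on all 6 arrays were taken as expressed. Their log2 normalized intensities were fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05, and counted below 0.5-fold and above 2-fold. On the own-valid scale the differences in scale between arrays were shared by all miRNAs, and eBayes gave each miRNA the same standard error of 0.44. For miR-195-5p, an exact permutation test of the 6 arrays was run beside the fit. A miRNA valid on every array of one cell line and on none of the other has only a bound. The mean log2 intensity of the bright line was set against that of the other line, taking for each array the higher of its lowest valid intensity and the probe's own value.

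Named miRNAs were the ones the study names (both arms of miR-195, miR-143 and miR-30e), the 6 miRNAs of the miR-15/16/195 family, the miR-200 family with miR-205-5p, the 5 largest falls and 5 largest rises among called miRNAs whose arrays of the 2 cell lines do not overlap, and the 3 brightest miRNAs valid in one cell line alone, in each direction.

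Alternatives were another background correction (normexp with an offset of 50, or none), another normalization (the shared scale, quantile, cyclic loess), a threshold of 3 SD, other filters on dim probes, the ratio of arithmetic means, the methods' t-test, eBayes with a trend, the replicate number as a block, the deposited normalized values, and leaving out each array. Added after the data were seen were the repetition of these on the shared scale, validity on at least 1 array of each cell line, the Negative Control spots as background and threshold, normexp on the BLANK mean, unscaled values, and a joining of the chips by name. The last was the outcome of a search over several rules with the paper's counts in view.

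The fit was tested on simulated data for the 329 expressed miRNAs: of 60 planted changes of 1.5 on the log2 scale, limma recovered 73.3% on the own-valid scale and 90% on the shared scale. Genes that neighbour each other were taken from the RefSeq table of GRCh38.p14, in which 317 of the 329 expressed miRNAs matched a gene. No position is given, because the arrays name no genome build. Counts and tests outside limma used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.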

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

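The tests on the Negative Control threshold, on one threshold for all arrays, on slide and chip version, on the scale, on the genes around MIR376C and on the S-Probes were chosen only after these results were seen; the test of the miR-200 list by validity was not.

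In HuCCT1, 8 miRNAs that the paper does not discuss were valid on all 3 arrays and on no MMNK-1 array. The brightest were miR-200c-3p, at least 58.4-fold higher in HuCCT1 on the own-valid scale and at least 177-fold on the shared scale, miR-200b-3p, at least 25.2-fold and 76.1-fold, and miR-200a-3p, at least 6.86-fold and 20.7-fold. With one threshold for all 6 arrays, at 8.08 on the own-valid scale, the highest of their lowest valid intensities, 6 of the 8 were past it on every HuCCT1 array and on no MMNK-1 array. Of the list of the miR-200 family with miR-205-5p, 6 of 6 members were valid on every HuCCT1 array and on fewer MMNK-1 arrays, miR-205-5p being valid on 1 of those. This count restates the observation and tests no cause. The validity threshold taken from the BLANK spots is argued against for 5 of the 6, since they were past the one threshold on every HuCCT1 array and on no MMNK-1 array. For miR-429, whose lowest intensity in HuCCT1 was 6.79, it stays open on the own-valid scale. On the shared scale, where no such threshold was set, miR-429 lay at 7.12, 6.29 and 5.65 on the HuCCT1 arrays. On the MMNK-1 arrays it lay at -0.36, -1.39 and 0.68 on that scale. These values do not overlap, but without a threshold on that scale they do not decide the point. Slide or chip version cannot be told apart from the cell line, because 0 slides held both cell lines. That 5 of the 8 belong to the miR-200 family does not decide this, because related sequences can be affected alike on one chip version. A difference between the cell lines in these miRNAs stays open beside it, as a hypothesis.

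In MMNK-1, 171 miRNAs were valid on all 3 arrays and on no HuCCT1 array. The brightest on the own-valid scale were miR-376c-3p, at least 41.9-fold higher in MMNK-1 (13.9-fold on the shared scale), miR-654-3p, at least 25.6-fold (8.46-fold), and miR-376a-3p, at least 25.3-fold (8.38-fold). With the threshold from the Negative Control spots, 25 of the 171 were still valid in MMNK-1 alone, and 96 miRNAs in HuCCT1 alone, where the BLANK threshold gave 8, so that the BLANK threshold may account for most of the list. miR-654-3p was among the 25, whereas miR-376c-3p and miR-376a-3p each passed the Negative Control threshold on 1 HuCCT1 array. Yet their HuCCT1 spots all lay below the BLANK mean, at no more than -0.43 and -3.01 on the own-valid scale. They could pass because that threshold lay below the BLANK mean on HuCCT1 replicates 2 and 3 (52.6 against 54.2, and 25.9 against 29.6). Of the 171, 27 came from 1 group of 42 neighbouring miRNA genes around MIR376C in GRCh38.p14, or 15.8% against 2.90% of all probes (one-sided Fisher's exact test, p = 2.14e-14). Of the 25, the group held 13, from 13 hairpins (52%, one-sided Fisher's exact test, p = 1.37e-14). miRNAs of the group resemble each other in sequence and are not independent, so these p-values are too small. A candidate explanation for this part of the list is expression of the group in MMNK-1. Against it stands that miR-494-3p, the 1 member expressed on all 6 arrays, was not called lower in HuCCT1 on the shared scale (log2 difference 0.56, standard error 0.40, adjusted p = 0.286 from limma). That is 1 miRNA, and its direction depends on the scale, with -1.04 on the own-valid scale. The share of this group argues against an effect of slide or chip version that strikes probes regardless of sequence, but one that acts alike on related sequences stays open, since no slide held both cell lines.

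On the shared scale, 30 miRNAs lay above 2-fold in HuCCT1, a direction that the paper's Fig. 2B shows and its text does not count. With each array scaled on its own valid miRNAs, 2 did. Quantile normalization gave 31 and unscaled intensities 64. No signal known to be equal in both cell lines fixes the scale, so a higher level in HuCCT1 and the choice of the scaling cannot be told apart for the miRNAs that only some scales place there. miR-31-5p and miR-138-5p lay above 2-fold on both scales, though not with normexp on the local background, where the count was 0. miR-138-5p also fell short of 2-fold with normexp on the BLANK mean (log2 difference 0.39 on the own-valid and 0.71 on the shared scale) and with no background correction on the own-valid scale (0.54), and with Negative Control spots it was not among the expressed miRNAs.

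The probes S-Probe26, S-Probe27 and S-Probe28, whose purpose the arrays do not state, were bright on the MMNK-1 arrays alone. Their lowest median spot intensities there were 572, 201 and 3131, and on the HuCCT1 arrays no median exceeded 41.3, 42.4 and 41.4. Of 24 spots of each probe, 24 passed the BLANK threshold in MMNK-1 and 0 in HuCCT1. A brighter scan of the MMNK-1 arrays as the cause is argued against by the expressed miRNAs, whose median log2 difference before scaling was 0.36, with HuCCT1 the brighter. Each probe is listed with 8 spots on every array of both chip versions. An RNA added to one set of samples was not tested, and no biological explanation was tested.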

How the results depend on the processing

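The settings on the shared scale, those with Negative Control spots, with validity on at least 1 array of each cell line, with normexp on the BLANK mean, with unscaled values and with the chips joined by name were chosen only after the results were seen.

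miR-195-5p was lower in HuCCT1 under each of 24 alternatives to the own-valid result, among them the shared scale, quantile normalization and cyclic loess, under 22 on the shared scale and with unscaled values, and was called in all but normexp with the local background. There the log2 difference was -0.41 (adjusted p = 0.119 from limma; range over the alternatives 8.30e-26 to 0.119, with 0.0245 from the methods' t-test on the values that gave limma 6.73e-14), and -0.26 on the shared scale (adjusted p = 0.259; range 1.18e-05 to 0.259). Relative to the median of the expressed miRNAs the difference ran from -2.66 to -0.29 over the 24. With 1 array left out it was -3.89 to -3.28, and -2.05 to -1.82 on the shared scale.

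Normexp with the local background also left 18 miRNAs below 0.5-fold and 0 above 2-fold, 13 called (79 before adjustment), miR-195-5p at rank 64 and 2 family members called lower. On the shared scale it left 14 and 0, 5 called, rank 64 and 1 family member. There miR-1290 (0.021), miR-30e-3p (0.026), miR-221-3p (-0.46) and miR-222-3p (-0.29) changed sign, none of them called (adjusted p 0.223 to 0.903 from limma). The local background of the 100 brightest human spots was 51.2% to 100.0% of the spot itself, so this correction removes signal. Normexp on the BLANK mean gave 17 below 0.5-fold, 183 called lower against 24 higher, and rank 16, and on the shared scale 7 below 0.5-fold, 5 above 2-fold and rank 16. No background correction gave 39 below 0.5-fold and rank 15, and on the shared scale 13, 6 above 2-fold and rank 15. Background left in or an offset added pulls ratios toward 1 by construction.

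The shared scale gave 38 below 0.5-fold, 30 above 2-fold and 163 called (77 lower, 86 higher, against 268 and 2). Quantile normalization gave 32, 31 and 157 (72 lower, 85 higher), and cyclic loess 32, 30 and 179 (89 lower, 90 higher). Unscaled values gave 18 below 0.5-fold, 64 above 2-fold and 77 called (16 lower, 61 higher). With Negative Control spots and own-valid scaling, the median log2 difference was 1.00, 9 miRNAs lay below 0.5-fold and 180 above 2-fold, 14 were called lower and 224 higher, and miR-195-5p ranked 11. miR-30e-3p (0.64) and miR-30e-5p (0.44) changed sign there, neither of them called (adjusted p = 0.0847 and 0.248 from limma). Negative Control spots on the shared scale gave a median of 0.07, 36 below 0.5-fold and 28 above 2-fold, 88 called lower and 99 higher, and rank 11. Within a fixed set of miRNAs and background, a scaling factor adds 1 constant to all log2 differences, which by construction moves miRNAs across thresholds.

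Filters changed which miRNAs were counted. Without a filter, 2552 miRNAs entered, 988 lay below 0.5-fold and 12 above 2-fold, 2501 were called and miR-195-5p ranked 33; on the shared scale, 2552, 138 below, 51 above and rank 33. For miRNAs that were not valid, this fit compares the floors of the arrays: miR-143-3p, valid on 0 arrays, had a log2 difference of -0.92. Validity on at least 1 array of each cell line gave 511 expressed, 405 below, 8 above and rank 12, and on the shared scale 511, 82, 49 and rank 17. Of these, 507 bore the same name on both chips, and with means over valid arrays and ratios over the median ratio 55 lay below 0.5-fold, a joining kept because it reached the paper's counts. On the shared scale, validity on at least 2 arrays of each cell line gave rank 11, and a mean intensity of at least 25 left 191 miRNAs. With 1 array left out, the rank was 5 to 11 on either scale, and 11 without HuCCT1 replicate 2; the cause was not tested.

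Counts of expressed miRNAs, of those below 0.5-fold or above 2-fold and of called miRNAs that are not given here stayed within 1.5 times those reported, but counts by direction moved more. The 6 miRNAs higher in HuCCT1 on the own-valid scale were 17 without MMNK-1 replicate 1 and 12 without HuCCT1 replicate 2. They were 10 without HuCCT1 replicate 3 and 16 with 3 SD. No background correction gave 40, normexp on the local background 47 and normexp on the BLANK mean 60. The largest count was 317 of 357, with Negative Control spots. The 77 called lower on the shared scale were 51 without MMNK-1 replicate 2 and 127 with validity on at least 1 array of each cell line. Other tests on the own-valid scale called 201 miRNAs (the methods' t-test after Benjamini-Hochberg adjustment), 237 (the same before adjustment) and 269 (eBayes with a trend). With the replicate number as a block, 297 were called and 143 on the shared scale; same-numbered arrays of the cell lines deviated from their means with correlations of -0.234 to -0.029 across miRNAs, so the numbers do not pair the samples. Scaling on the 75th percentile of all human probes gave no value, since that percentile was -2.08 and -2.59 on 2 HuCCT1 arrays after background subtraction. A slide block could not be fitted, as each cell line lay on its own slide. Signal over background limits which miRNAs can be compared, and the limit depends on the threshold. From the BLANK spots, 14.4% to 19.8% of human probes were valid on the HuCCT1 arrays and 28.3% to 42.1% on the MMNK-1 arrays, and from the Negative Control spots 620 to 778 miRNAs and 418 to 527.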

Differences from the paper's values

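The settings on the shared scale beyond the scale itself, with validity on at least 1 array of each cell line, with Negative Control spots, with unscaled values and with chips joined by name were chosen only after the values were seen, and the joining by name was kept because it reached the paper's counts.

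The paper counts 507 miRNAs expressed in both cell lines, and 329 were valid on all 6 arrays here. Of the alternatives set before the data were examined, validity on at least 2 arrays of each cell line (396) and leaving out HuCCT1 replicate 2 (368) or 3 (349) came within 1.5 times the paper's count, and the other 18 did not. Validity on at least 1 array of each cell line, chosen after seeing the values, gave 511, and the Negative Control threshold, also chosen after seeing the values, 357. Of the 511, 507 bear the same name on both chip versions, a joining chosen after seeing the values. It came out of a search with the paper's counts in view, so that its match with them is no evidence for it: 9 rules on the number of valid arrays per cell line gave 329 to 511 (those needing 1 or 2 HuCCT1 arrays gave 389 to 511), and 9 pairs of 1 array of each cell line gave 352 to 493, all chosen after seeing the values. The valid miRNAs of HuCCT1 replicate 1 also number 507.

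The paper counts 55 miRNAs below 0.5-fold in HuCCT1, and 262 were found here. Scaling on the miRNAs valid on all 6 arrays (38) and no background correction (39) came within 1.5 times the paper's count, and the other 19 alternatives set before the data were examined did not. On the shared scale, in settings chosen after seeing the values, validity on at least 2 arrays of each cell line gave 53, validity on at least 1 array of each 82, leaving out HuCCT1 replicate 1 or 2 gave 45, leaving out MMNK-1 replicate 3 gave 37, and leaving out HuCCT1 replicate 3, the methods' t-test, eBayes with a trend and the replicate block each gave 38. The other settings on that scale gave 7 to 36, or 138 without a filter. Joining by name with means over the valid arrays and ratios divided by their median of 0.322, chosen after seeing the values, gave 507 miRNAs with 55 below 0.5-fold and 57 above 2-fold; of the 55, 32 were valid on all 6 arrays. In the same search, the ratios gave 406 undivided and 55 divided by the ratio of the medians, and joined by identifier 409 undivided, 55 and 49, also chosen after seeing the values. How many of the paper's own miRNAs these drop is not known, as the paper's text does not list them.

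In Fig. 2B the paper's fold change of miR-195 is about 0.27, read by eye, against 0.0837 here. No background correction (0.354), the shared scale (0.253), quantile normalization (0.252) and cyclic loess (0.246) came within 1.5 times it, and the other 17 alternatives set before the data were examined did not. The joining by name gave 0.266, the divided ratios joined by identifier 0.265 to 0.275, unscaled values 0.323, and the shared scale with its other settings, apart from normexp and no background correction, 0.234 to 0.302, all chosen after seeing the values.

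In Fig. 2A the paper's normalized intensity of miR-195 in HuCCT1 is about 50, read by eye, against 15.9 here; none of the 21 alternatives set before the data were examined came within 1.5 times it. Divided by the median ratio of the joining by name it was 49.4, in the other divided forms of that search 49.1 to 51.1, and with Negative Control spots and own-valid scaling 39.3, all chosen after seeing the values. That last setting gave 67.7 in MMNK-1 and a fold change of 0.576. In MMNK-1 the paper's value is about 190 in Fig. 2A, read by eye, against 186 here, 41.7 on the shared scale, 58.2 with no background correction and 104 with quantile normalization or cyclic loess, the settings that came near the paper's fold change.

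Fig. 2B shows many miRNAs higher in HuCCT1 than in MMNK-1. Here 6 of 329 were higher on the own-valid scale, and 167 of 329 on the shared scale.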

Other observations

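The tests of the scaling, of the Negative Control threshold, of the intensity of the family's probes and of other splits of the arrays were chosen only after the results were seen; those of neighbouring genes, of miR-497 and of the family members' shifts were not.

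On the own-valid scale, 99.3% of the called miRNAs were lower in HuCCT1. The shared scale centers these miRNAs on each array, so that its share of 47.2% lower does not test the scaling of each array on its own valid miRNAs as the cause. Before scaling, 20.8% were lower, but unscaled intensities also carry the labeling and scan of each array. The median log2 difference of the expressed miRNAs was 0.36 before scaling and -1.59 after it, so the share of 99.3% arose with the scaling. That share is therefore no evidence of a lower total of miRNA in HuCCT1. Whether the total was lower cannot be told, because no signal known to be equal in both cell lines fixes the scale.

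The larger number of valid miRNAs on the MMNK-1 arrays (median 857 against 402) may come from the threshold taken from the BLANK spots, since with the Negative Control threshold the median was 434 in MMNK-1 and 640 in HuCCT1. On the HuCCT1 arrays, however, the Negative Control threshold was 30.9, 52.6 and 25.9, against BLANK means of 30.7, 54.2 and 29.6. The HuCCT1 counts with it therefore include spots dimmer than the BLANK mean on replicates 2 and 3.

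The lower miR-195-5p in HuCCT1 is argued not to rest on the scaling alone, since with the shared miRNAs the log2 difference was still -1.98 and called by limma. The family of miR-195-5p was lower as a group. Its 4 expressed members had a median difference of -2.06 relative to the median of the expressed miRNAs, and of 10000 random lists of like intensity 2 were as low (permutation p = 0.0003), which argues against the intensity of the probes as the cause. The members share a seed and are not independent. Cross-hybridization from the brighter miRNAs with the same seed would give miR-195-5p their shift. The shift of miR-195-5p minus that of miR-16-5p, the brightest, was -0.16 (standard error 0.17), that of miR-15b-5p 0.15 (standard error 0.39), and that of miR-15a-5p 0.54 (standard error 0.18). A signal from miR-16-5p or miR-15b-5p on the probe therefore cannot be told apart from miR-195-5p itself, because 2 of these shifts lie within their standard errors. A shared primary transcript with miR-497, whose gene neighbours MIR195, could also lower both. The bound for miR-497-5p was 3.26-fold on the own-valid scale and 1.08-fold on the shared scale. As miR-497-5p lay above the Negative Control threshold on 0 of the MMNK-1 arrays, it is too dim to decide.

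A difference of slide or chip version as the whole cause of the differences around their median would not follow the genome. For 12 pairs of expressed miRNAs from genes at most 10 kb apart, unrelated in seed and each used once, the mean absolute difference within pairs was 0.69, against 0.88 for random pairs of like intensity (one-sided permutation p = 0.164). In simulated data this test detected shared differences in 29 of 40 sets and none in 0 of 40, so it had some power, and slide or chip version cannot be told apart from the cell line by it. Over all 36 such pairs, which reuse related miRNAs, the permutation p was 0.0101.

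Of the 10 splits of the arrays into 3 and 3, 1, the real one, gave as many called miRNAs on the own-valid scale, and 1 on the shared scale. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count. The other 9 splits gave no limma call on either scale, and this also cannot separate cell line from slide.

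Of the other miRNAs the study names, miR-30e-5p had a log2 difference of -2.15 on the own-valid scale and -0.55 (standard error 0.11, adjusted p = 0.00653 from limma) on the shared scale, and miR-30e-3p one of -2.19 and -0.60 (standard error 0.13, adjusted p = 0.00859). Relative to the median of the expressed miRNAs they were -0.56 and -0.60. Both lay above 0 with Negative Control spots and own-valid scaling, at 0.44 and 0.64, and there they were -0.57 and -0.36 relative to the median. miR-143-3p was valid on 0 arrays and miR-143-5p on 1 MMNK-1 array. Second brightest by mean intensity on the shared scale among the miRNAs valid in MMNK-1 alone was miR-2467-3p, at 13.1, 18.9 and 38.0 on the MMNK-1 arrays. This place leans on replicate 3. Its bound, at least 8.29-fold higher in MMNK-1, lay below those of miR-654-3p (8.46-fold) and miR-376a-3p (8.38-fold).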
